A study of Mus musculus with 8 samples. Its data were reported in "Myc controls a distinct transcriptional program in fetal thymic epithelial cells that determines thymus growth" (2019).

How the data were processed

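The data are single-cell RNA sequencing counts from thymic epithelial cells (TEC) of wild-type C57BL/6 mice. TEC are the stromal cells of the thymus; cortical TEC (cTEC) and medullary TEC (mTEC) line its cortex and medulla. Viable epithelial cells without the blood-cell marker CD45 were sorted. The E13.5 library held total TEC, the cTEC libraries held cells with Ly51 and without binding of the lectin UEA-1, and the mTEC libraries held the converse. There were 8 libraries in 6 groups: 1 each of E13.5 TEC, E15.5 cTEC, E17.5 cTEC and newborn (NB) cTEC, and 2 each of adult cTEC and adult mTEC. The replicate numbers of the adult groups are names that follow the data set given below. Other libraries of the study were not analysed here.

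The study captured its libraries as 2 data sets. Data set 1 held E13.5 TEC, E15.5 cTEC, NB cTEC and replicate 1 of both adult groups (5 libraries), and data set 2 held E17.5 cTEC and replicate 2 of both adult groups (3 libraries). The authors made Chromium version 2 libraries and counted unique molecular identifiers (UMIs) per gene and called cell with Cell Ranger. The deposited matrices hold raw UMI counts, without normalization; every value was checked to be a whole number. The matrix headers of data set 2 name Cell Ranger 3.0.1, which is a later version than the methods of the study give, and the gene lists of the data sets differ, with 27998 genes in data set 1 and 31053 in data set 2. The genome build behind these counts is not stated. All comparisons used the 27514 genes found in both lists; these held from 99.124% to 99.883% of the UMIs kept per library.

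The limits of the study were applied: cells with more than 5% mitochondrial UMIs or more than 5000 detected genes were left out. This left 25750 of 28334 cells. Depth is given per library in the report. Cells were log-normalised, 2000 variable genes were chosen by dispersion, and 20 principal components (PCs) were clustered per data set with a shared-neighbour graph (20 neighbours) and the Leiden method at resolution 0.8 (leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0, numpy 2.4.6, Python 3.11.15). A cluster was called thymocyte-like, parathyroid-like or another non-epithelial class when at least 3 of the markers of that class, and more than 50 percent of them, were at least 4-fold above the other cells; the marker lists were fixed in advance and this scoring rule was set on the data. Clusters without such a name were kept and are called epithelial-like. The adult mTEC libraries were clustered one by one, and a cluster took the name of an mTEC subset by the same rule at a fold of 2, "mixed" where markers of more than 1 subset passed, or no name, also where another subset had more markers among the top 10 genes. Folds between clusters used a pseudocount of 10 CPM (counts scaled to a common library size).

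Counts of the epithelial-like cells were summed per library, so that a library and never a cell was the unit of each test. The age trend was the slope on stage rank (E13.5 1, E15.5 2, E17.5 3, NB 4, adult 5) over the 6 libraries of the cortical line, with data set as a term. Adult cTEC were compared with adult mTEC over 4 libraries, again with data set as a term. Both were fitted in edgeR 4.0.16 (R 4.3.3) with filterByExpr, TMM scaling and the quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Standard errors of edgeR estimates were taken as the estimate divided by the root of its F statistic. Both fits were tested on simulated data. In counts drawn from the fitted dispersions and from means without the tested term, with 200 genes of average log2 CPM above 5 changed by 1 per stage or by 2 between lineages, the trend fit recovered 196 of them and 7.98% of its calls were false, above the nominal 5%, and the fit of cTEC against mTEC recovered 174 and 2.79% of its calls were false. A list of genes was fixed in advance to be named. In addition, the 5 genes with the largest change in each direction were named for each fit, among genes past the threshold with an average log2 CPM above 5. Marker genes of non-epithelial cells, ribosomal protein, haemoglobin and antigen receptor genes were left out of that choice, and for adult cTEC against adult mTEC the sign had to be the same in both data sets.

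Gene lists were tested on the age trend with camera (limma 3.58.1, inter-gene correlation 0.01), with fry and an estimated correlation as checks; 23 lists were tested. These were the S phase, G2M phase, ribosomal protein, ribosome biogenesis, antigen presentation, lysosome and dissociation stress lists, 4 fetal genes that the study chose from E13.5 against NB cells of these libraries, sex-linked genes, the fixed named genes and 13 lists of cell type markers. Ages below the adult have no replicate libraries. A test between single ages would have to borrow the spread of the adult groups, and none was made. The median log2 ratio of CPM + 10 of a list was instead set beside 10000 random lists matched on expression, within a data set. Genes of the list itself could be drawn into the random lists, which pulls their medians towards that list.

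The ribosomal protein share is the percentage of UMIs in ribosomal protein genes. The proliferation score is the mean log-normalised expression of the S and G2M phase genes less that of control genes (24 expression bins, 100 control genes per list gene), computed after each cell was thinned at random to 2000 UMIs; cells with fewer were left out of it. Cells with a score above 0 are called proliferating. Relations of both shares with stage rank were tested by an exact two-sided permutation of the pairings over the 6 cortical libraries, without a term for the data set. Shares carry exact (Clopper-Pearson) 95% intervals from scipy 1.17.1. Where the level of a gene or a share printed here is 0, the limit that 3 counts would allow is given, or a ratio against it. Intervals and limits cover counting error only.

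The groups, tests, main settings and most alternatives were chosen before the data were examined. The alternatives were all deposited cells, all clusters kept, another scaling, the DESeq2 1.42.0 Wald test, no filter on low counts, no term for the data set, ribosomal protein and mitochondrial genes left out, data set 1 alone, E13.5 TEC left out, each adult replicate left out, cells called doublets left out, other thresholds and depths of the proliferation score, other forms of the ribosomal share, and other cluster settings. A further 5 alternatives were added after the data were seen. Scrublet (scanpy 1.11.5) called only 2 of 8350 cells and 2 of 5615 cells doublets in the largest libraries, and 11 in each adult cTEC library, so besides leaving out its calls, as planned, the highest scores at an expected rate of 0.8% per 1000 cells were left out. The other additions left out an unnamed E13.5 cluster with high Hhex and Nkx2-1, left out an unnamed E17.5 cluster with high haemoglobin genes, kept only cells with a UMI of Psmb11 or Prss16, or exchanged the pairings of share and stage only within data sets after the mean of each data set was taken out. Gene positions are from the GENCODE annotation of the mouse build GRCm38.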

Results

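Single-cell libraries of thymic epithelium were compared across age, from E13.5 to the adult, and between the cortical and medullary lineages of the adult thymus. After the limits on mitochondrial UMIs and genes, the E13.5 TEC library held 1981 cells with a median of 7035 UMIs per cell and 15128307 UMIs in total. The E15.5 cTEC library held 3571 cells with a median of 7382 UMIs and a total of 27640041. The E17.5 cTEC library held 8350 cells with a median of 10366 UMIs and a total of 90103548. The NB cTEC library held 3605 cells with a median of 6133 UMIs and a total of 24742867. Adult cTEC replicate 1 was the shallowest library, with 507 cells, a median of 3996 UMIs and a total of 2257967, and replicate 2 held 535 cells with a median of 7062 UMIs and a total of 4047375. Adult mTEC replicate 1 held 1586 cells with a median of 9500.5 UMIs and a total of 16693205, and replicate 2 held 5615 cells with a median of 11386 UMIs and a total of 67536650. Each age below the adult had 1 library, so no replicate error can be given for it.

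Some clusters carried markers of cells other than thymic epithelium. In the NB cTEC library 167 of 3605 cells (4.63%, 95% interval 3.97 to 5.37) were thymocyte-like, and in adult cTEC replicate 1 this held for 14 of 507 cells (2.76%, 1.52 to 4.59). In the E13.5 library 124 of 1981 cells (6.26%, 5.23 to 7.42) were parathyroid-like, led by Pth and Chga, and 7 of 3571 cells (0.196%) of the E15.5 library joined the same cluster. A further cluster of 139 cells, 134 of them from E13.5, was led by Hhex, Nkx2-1, Lum and Pax8, at up to 66-fold. Nkx2-1 and Pax8 are on the thyroid list fixed in advance, and 3 of 8 mesenchymal markers were at 4-fold, but no list passed the rule and the cluster was kept as epithelial-like. Without it the age trend had 1197 genes, and at E13.5 the ribosomal protein share was 26.21% and the proliferating share 78.71%. Adult mTEC replicate 1 had 1 thymocyte-like cell. No cluster of data set 2 took such a name under these settings, but a cluster of 2117 cells, 2113 of them E17.5 cTEC, was led by Hbb-bs, Hba-a1, Hba-a2 and Hbb-bt, at up to 15.7-fold, and missed the erythroid name by 1 marker. Its E17.5 cells had Hbb-bs at 618 CPM against 44.6 in the other E17.5 cells, Alas2 at 0.748 CPM, and Epcam at 353 and Psmb11 at 1031 CPM against 289 and 1612, and it was kept as epithelial-like. Without it the ribosomal protein share at E17.5 was 25.49% and the proliferating share 16.76%, against 26.91% and 14.2% with it, and the age trend had 1030 genes. Why these cells had more haemoglobin UMIs was not tested. The alternative that moved this most was to keep all deposited cells, where 34 of 580 cells (5.86%) of adult cTEC replicate 2 were thymocyte-like. Leaving out the named clusters left 25437 epithelial-like cells.

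The study asked whether proliferation of TEC falls with age. The share of cells with a proliferation score above 0 was 78.2% (95% interval 76.2 to 80.1) at E13.5, 31.8% (30.2 to 33.3) at E15.5, 14.2% (13.45 to 14.97) at E17.5 and 13.3% (12.2 to 14.5) in NB cTEC. It was 2.57% (1.29 to 4.55) in adult cTEC replicate 1, from 11 cells, and 7.85% (5.70 to 10.5) in replicate 2, from 41 cells. In adult mTEC it was 12.3% in replicate 1 and 13.6% in replicate 2. Over the 6 cortical libraries the share fell with stage rank (Pearson r −0.889, exact permutation p 0.00278, adjusted 0.0111; Spearman rho −0.986, exact permutation p 0.00556, adjusted 0.0111, over 4 coefficients in the family). Both p-values are the smallest that the permutations of this design can give. Leaving out the 2 libraries farthest from the median stage, r over the remaining 4 was from −0.856 to −0.945, depending on which library of equal distance was left out with E13.5. The order held within each data set. Among other scorings and cell selections, the S or G2M rule moved r most, with r −0.914. The intervals of E17.5 and NB cTEC overlapped, and without the haemoglobin cluster E17.5 was higher (16.76%). Over 4 libraries no exact permutation p can fall below 0.0833, so those coefficients are given without a call.

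**Figure D1:**
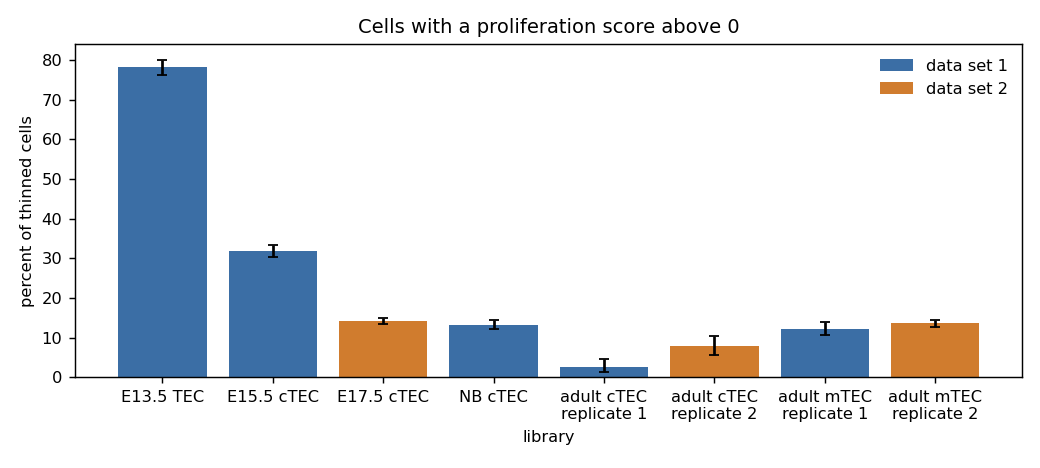
Bars show the percentage of thinned cells with a proliferation score above 0 in each library, with exact 95% intervals and colours for the data sets. The share fell from 78.2% at E13.5 to 2.57% and 7.85% in the adult cTEC libraries.

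The study also asked whether ribosomal gene expression falls with age. Ribosomal protein genes took 26.12% of UMIs at E13.5, 24.67% at E15.5, 26.91% at E17.5 and 15.40% in NB cTEC. They took 13.29% in adult cTEC replicate 1 and 19.54% in replicate 2, and 17.06% and 22.44% in adult mTEC replicates 1 and 2. Exact 95% intervals were within 0.1 percentage points of each value. The adult cTEC replicates differed by 6.25 percentage points and the adult mTEC replicates by 5.38, in both cases with the higher share in data set 2. Over the 6 cortical libraries Pearson r with stage rank was −0.80 (exact permutation p 0.075, adjusted 0.1) and Spearman rho was −0.725 (exact permutation p 0.122, adjusted 0.122), so the fall did not pass the threshold in this test, which was planned without a term for the data set. With the mean of each data set taken out and pairings exchanged only within data sets, a form chosen after the data were seen, r was −0.989 and rho −0.99 (exact permutation p 0.0417 for both, adjusted 0.0417, the smallest p that this form can give). Without the haemoglobin cluster rho was −0.841 (exact permutation p 0.0444, adjusted 0.0556). With 2 libraries left out as above, r over 4 libraries was from −0.672 to −0.876. Within data set 1 the share fell at each step, from 26.12% to 24.67%, 15.40% and 13.29%, and within data set 2 it was 26.91% at E17.5 and 19.54% in the adult. The module score of single cells moved r most, to −0.552 (exact permutation p 0.261), and reversed the order of NB cTEC (median 1.51) and adult cTEC replicate 1 (median 1.61). Between the 4 cortical libraries of data set 1, library identity held 65.8% of the variance of that score among cells, and 64.9% among cells with a low proliferation score.

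**Figure D2:**
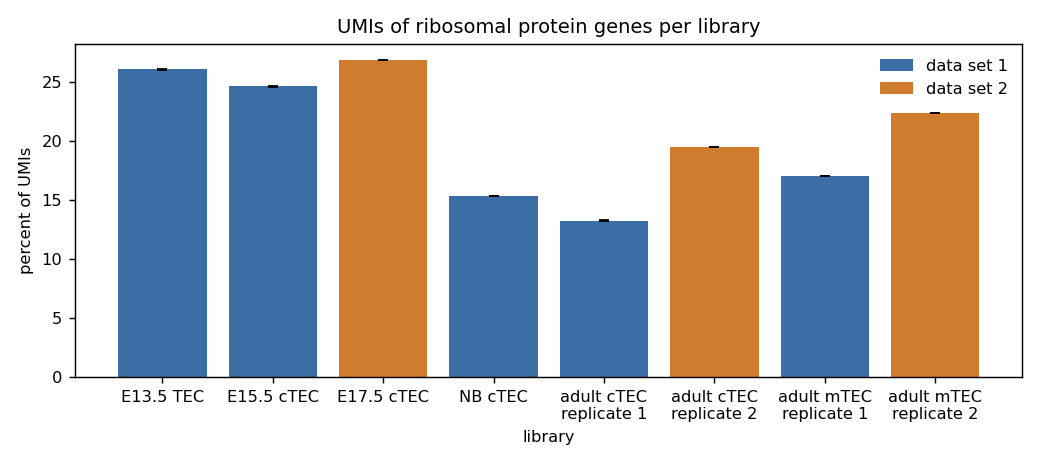
Bars show the percentage of UMIs in ribosomal protein genes in each library; the exact 95% intervals are narrower than the lines, and colours give the data set. Within each data set the adult cTEC library was lowest, at 13.29% and 19.54%.

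To ask whether this depended on cycling cells, the share was taken apart by proliferation score. In cells with a low score it was 27.14% at E13.5, 24.96% at E15.5, 26.83% at E17.5, 15.39% in NB cTEC, 13.32% in adult cTEC replicate 1 and 19.39% in replicate 2. In cells with a high score it was 25.93%, 24.20%, 27.36%, 15.46%, 14.32% and 20.97% in the same order. The share in cells of high score was thus lower by 1.21 percentage points at E13.5 (a difference of −1.21) and −0.764 at E15.5, and higher by 1.59 points in adult cTEC replicate 2. In adult mTEC the difference was 3.23 points in replicate 1 and 4.58 points in replicate 2. With the threshold of Otsu the sign changed at E17.5 (−0.291) and in NB cTEC (−0.381).

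For the whole transcriptome, 14342 genes were tested for a trend with stage over the 6 cortical libraries, and 1083 passed an adjusted p of 0.05 (edgeR), 685 higher and 398 lower with stage. The count depended on the adult libraries. Without adult cTEC replicate 1 it was 16, of which all 16 were among the 1083, and without replicate 2 it was 460, of which 416 were among them. The DESeq2 test gave 2837 genes. Without E13.5, the only library of total TEC, there were 1166 genes, 868 higher and 298 lower. Of these, 683 were among the 1083.

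Cell cycle lists fell with stage. The median slope per stage was −0.63 on the log2 scale for the S phase list (43 of 43 genes lower, camera adjusted p 1.3e-29) and −0.68 for the G2M phase list (54 of 54 genes lower, adjusted p 3.7e-32). Ribosomal protein genes had a median slope of −0.27 (71 of 84 lower, adjusted p 6.2e-10) and ribosome biogenesis factors one of −0.15 (51 of 58 lower, adjusted p 0.00022). The antigen presentation list rose, with a median slope of 0.86 (adjusted p 2.7e-22), as did the lysosome list (0.29, adjusted p 2.2e-05) and the dissociation stress list (1.31, adjusted p 5.4e-24). The 4 fetal genes named by the study had a median slope of −2.00, but the study chose them from E13.5 against NB cells of these libraries, so their fall was built in and is no test. Among the marker lists the thymocyte list rose in the epithelial-like cells (median 1.44, adjusted p 1.6e-07). With fry the S phase, G2M phase, ribosomal protein, antigen presentation, lysosome, dissociation stress and thymocyte lists kept an adjusted p under 0.05, and the biogenesis list (0.173) did not. Of the marker lists in the next paragraph none that passed with camera passed with fry, while the epithelial list passed with fry alone (0.0389). With an estimated inter-gene correlation no list did.

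The remaining lists of markers were tested as a check on cell make-up. Adjusted p-values from camera were 0.164 for the epithelial list (median slope 0.13), 0.0175 for cTEC (0.44), 8.4e-05 for mTEC I (0.73), 0.0242 for mTEC II (0.85), 0.0638 for mTEC III (1.03), 0.0321 for mTEC IV (0.69), 0.000498 for myeloid (2.29), 0.000778 for erythroid (−3.01), 0.00778 for endothelial (1.77), 0.306 for mesenchymal (−0.16), 0.0432 for parathyroid (0.19, with the test downward) and 0.832 for neural crest genes (−0.05). The sex-linked list fell (−0.93, adjusted p 0.0384), and the fixed named genes as a list did not pass (0.181).

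Between single ages, within data set 1, the ribosomal protein median changed by −0.06 from E13.5 to E15.5 (percentile 38.5 among matched random lists), by −0.68 from E15.5 to NB (percentile 0) and by −0.35 from NB to the adult (percentile 14.29, where random lists had a median of −0.26). From E17.5 to adult cTEC replicate 2, in data set 2, it changed by −0.53 (percentile 0). The random lists could hold ribosomal protein genes themselves, so percentile 14.29 cannot decide on the step from NB to the adult. The biogenesis factors changed by −0.49, −0.01 and −0.32 over the same 3 steps of data set 1 and by 0.12 in data set 2. The S phase medians were −0.86, −0.50 and −0.51, then −0.29 in data set 2, and the G2M phase medians were −0.53, −0.80, −0.80 and −0.27. The antigen presentation medians were 2.01, 1.42, 0.36 and 0.91. The lysosome medians were 0.09, 0.36, 0.32 and 0.10, the last at percentile 86.68. The dissociation stress medians were −0.30, 2.74, 0.78 and 2.91. From E13.5 to adult cTEC replicate 1 the medians were −1.06 for ribosomal protein, −0.73 for biogenesis, −2.00 for S phase, −2.21 for G2M phase, 3.66 for antigen presentation, 0.78 for lysosome and 3.93 for dissociation stress genes.

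**Figure D3:**
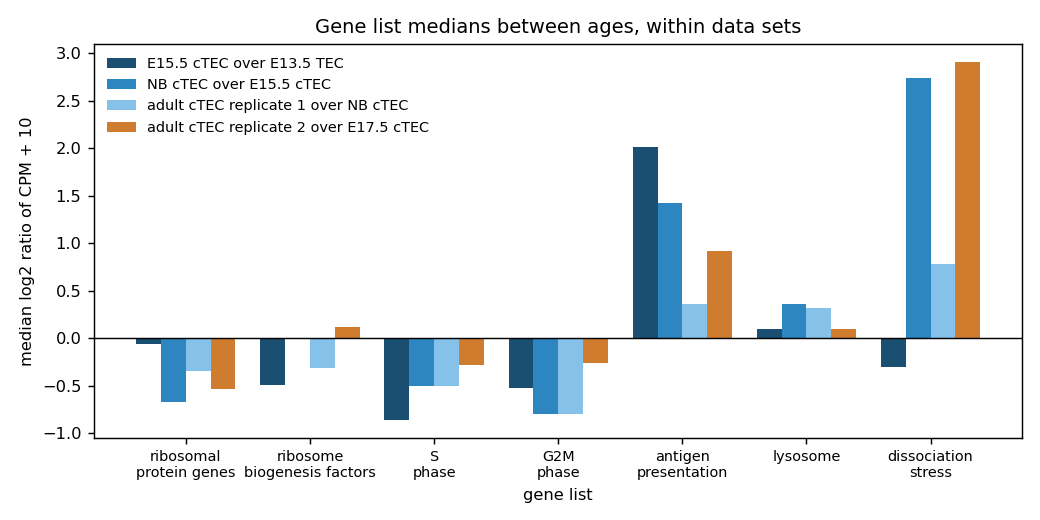
Bars show the median log2 ratio of CPM + 10 for each gene list, for 3 steps of age within data set 1 and 1 within data set 2. The dissociation stress list rose by 2.74 from E15.5 to NB cTEC, and the ribosomal protein list changed by −0.68 at the same step.

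**Figure D4:**
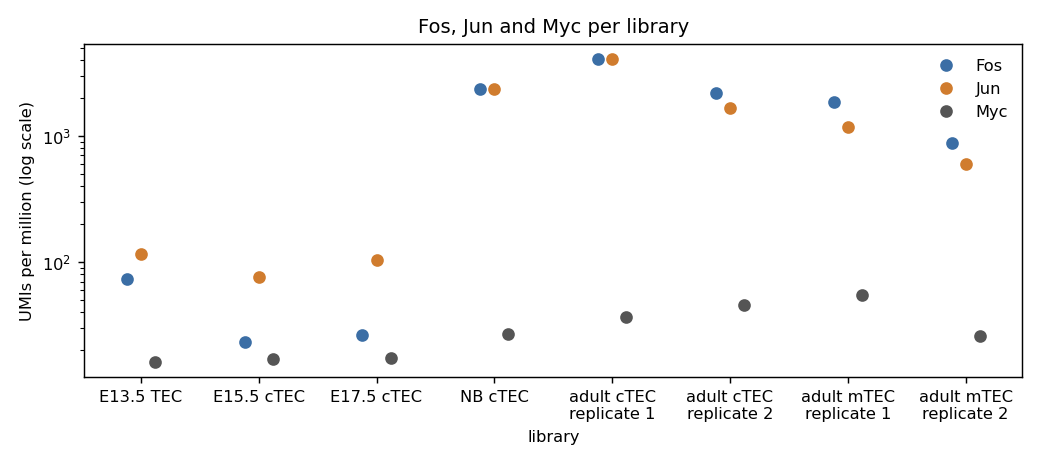
Points show CPM of Fos, Jun and Myc in each library on a log scale. Fos rose from 26.3 at E17.5 to 2343 in NB cTEC, and Myc from 17.3 to 26.7.

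Of the genes fixed in advance, 23 were tested for the age trend. Over all genes tested 8 passed the threshold, and 11 passed when adjusted over the list alone. Igf2bp1 (ENSMUSG00000013415, chromosome 11, 95957163 to 96005940, GRCm38) fell by 2.36 per stage on the log2 scale (SE 0.3, adjusted p 0.012), from 68.3 CPM at E13.5 to 9.86 at E15.5 and 0.216 in NB cTEC. Hmga2 (ENSMUSG00000056758, chromosome 10, 120361275 to 120476469) fell by 1.98 (SE 0.31, adjusted p 0.0202), from 656 CPM at E13.5 to 18.3 in NB cTEC. Both, and Igf2, are among the fetal genes that the study chose in these libraries, so their fall is no independent finding. Igf2bp3, also named by the study as a fetal gene, had a slope of only −0.0879 and did not pass (adjusted p 0.536). Slopes were −2.02 for Igf2, −1.21 for Mycn, −0.63 for Igf2bp2, −0.98 for Top2a and −0.58 for Mki67, and 0.96 for Krt14; the adjusted p-values of these 6 were from 0.0127 to 0.0471. Mycn did not pass without the Hhex and Nkx2-1 cluster (0.0574), with all deposited cells (0.0569) or with all clusters kept (0.0534). It also fell short without the filter on low counts (0.0513) and without E13.5 TEC (0.223). It passed with the other scaling (0.0461), with the DESeq2 test (0.00882) and without a term for the data set (0.0409), among others. Its slope was −1.13 without adult cTEC replicate 1 and −1.2 without replicate 2. Igf2 and Mycn had at most 1 UMI in each adult cTEC library. Myc (ENSMUSG00000022346, chromosome 15, 61985391 to 61990374) rose by 0.37 per stage (SE 0.087, adjusted p 0.0551) and passed within the list alone; over all genes it passed with the DESeq2 test (0.00462) and without a term for the data set (0.0349), but not without adult cTEC replicate 1 (0.222), without replicate 2 (0.139) or with data set 1 only (0.13). Without replicate 2, E17.5 was the only cortical library of data set 2, and the data set term took it up. That fit and the one with data set 1 only drew the slope from the same libraries and are not separate checks. The level of Myc was 16.1 CPM at E13.5, 17.1 at E15.5, 17.3 at E17.5 and 26.7 in NB cTEC. In adult cTEC it was 36.6 in replicate 1 and 45.8 in replicate 2. Foxn1 (slope −0.08), Psmb11 (0.13) and Prss16 (0.26) did not pass, and the last 2 changed sign without E13.5 TEC.

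Among genes chosen by size of change, slopes per stage were −2.14 for Stmn2, −1.55 for H19, −1.54 for Mfap2 and −1.46 for Nt5dc2. Igfbp7 rose by 2.94, Klf2 by 3.14, Reg3g by 3.34 and Atf3 by 3.43. In data set 1 Atf3 had 0.109 CPM at E15.5, 435 in NB cTEC and 1838 in adult cTEC replicate 1. In data set 2 it had 0.244 CPM at E17.5 and 683 in adult cTEC replicate 2. Klk1 had no UMI in the fetal and NB libraries, which allows up to 0.207 CPM at E13.5 and less in the others, and 227 CPM in adult cTEC replicate 1 and 156 in replicate 2, so its fitted slope is not given. Klk1 and Reg3g belong to families of close paralogs, and reads shared between these were not separated here.

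Adult cTEC were then compared with adult mTEC to place the lineages. Of 15627 genes tested, 5063 passed the threshold, 1756 higher and 3307 lower in cTEC. The DESeq2 test moved this count most, to 2572. Psmb11 (ENSMUSG00000072423, chromosome 14, 54621433 to 54629556) was higher in cTEC by 7.32 on the log2 scale (SE 0.52, adjusted p 5.2e-19) and Prss16 (ENSMUSG00000006179, chromosome 13, 22002173 to 22009742) by 5.92 (SE 0.52, adjusted p 1.4e-15). Aire (ENSMUSG00000000731, chromosome 10, 78030022 to 78043610) differed by −6.39 (SE 0.52, adjusted p 6.7e-17) and Fezf2 by −5.21. Ackr4 was higher in cTEC by 6.29, Cxcl12 by 6.19 and Snhg11 by 6.18. Pyy, Tff1, Nts, Crhbp and Ang4 had no UMI in either adult cTEC library. Against 3 counts, their level in mTEC was higher on the log2 scale by at least 8.48, 8.07, 7.86, 7.53 and 7.48, in that order. Over all genes 14 of 22 fixed genes passed, and 17 passed when adjusted over the list alone. Myc did not differ (0.07, adjusted p 0.922), and its sign was opposite in the data sets, −0.58 in data set 1 and 0.63 in data set 2.

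In adult mTEC the subset mTEC I, named from Ccl21a, Krt5 and other markers, held 620 of 1585 cells (39.1%, 36.7 to 41.6) in replicate 1 and 1261 of 5615 cells (22.5%, 21.4 to 23.6) in replicate 2. The subset mTEC II, named from Aire and related markers, was found as a cluster only in replicate 1, with 321 cells (20.3%), and that name was lost at resolution 0.4. Replicate 2 had 505 cells of mTEC III (8.99%) and 175 tuft-like cells of mTEC IV (3.12%), while in replicate 1 the markers of both were in 1 mixed cluster of 152 cells (9.59%). Cells in clusters without a name made up 492 of 1585 cells of replicate 1 and 65.4% of replicate 2. A share of 0 for a subset reflects the naming of clusters and not an absence of such cells.

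The cells with a UMI of Psmb11 or Prss16 were counted after thinning. They made up 58.9% of cells at E13.5, 96.9% at E15.5, 99.5% at E17.5 and 98.6% in NB cTEC, but 60.8% (55.9 to 65.4) in adult cTEC replicate 1 and 69.9% (65.8 to 73.8) in replicate 2. In adult mTEC, which should lack these genes, the share was 5.87% and 6.79%. Thinning sets the depth to 2000 UMIs in every cell; before it, median depths were 3996 and 7062 UMIs in adult cTEC and 9500.5 and 11386 in adult mTEC. This count was chosen after the data were seen.

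**Figure D5:**
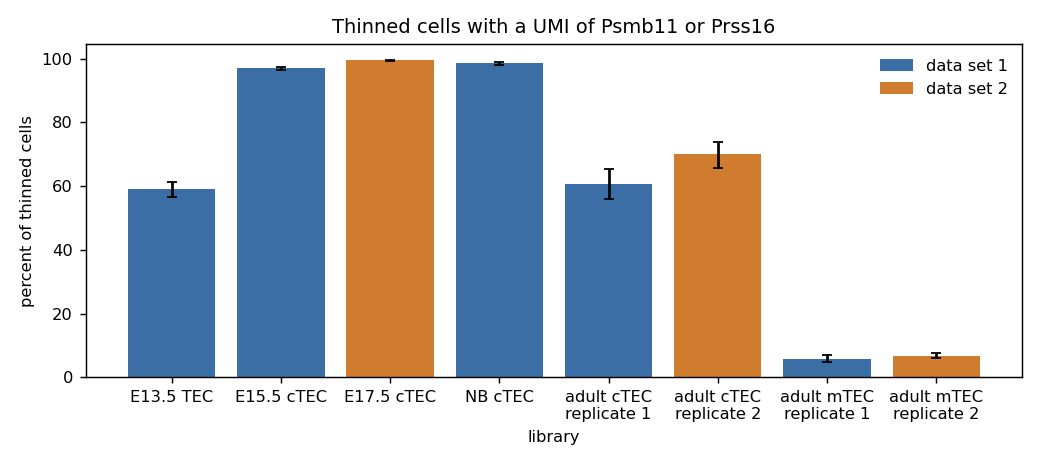
Bars show the percentage of cells thinned to 2000 UMIs that had a UMI of Psmb11 or Prss16, with exact 95% intervals and colours for the data sets. Adult cTEC sat at 60.8% and 69.9%, below the E15.5, E17.5 and NB libraries and above adult mTEC.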

Values the study reported

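The study gave its cell numbers as 1981 for E13.5 total TEC, 3571 for E15.5 cTEC, 3605 for newborn cTEC, 507 for adult cTEC and 1586 for adult mTEC in its first data set. For the second it gave 8381 cells of E17.5 cTEC, 514 of adult cTEC and 5428 of adult mTEC. It stated median UMI counts per cell from 3990 to 10,176.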

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

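The tests of depth and abundant genes in this part were chosen after the sign pattern was seen, though their outcomes were not known when they were written; the tests of doublets and of the data sets were settled after the values were seen.

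The difference in ribosomal protein share between cells of high and low proliferation score drew attention because its sign differed between ages. It was −1.21 percentage points at E13.5 and −0.764 at E15.5, and it was positive in every other library: 0.534 at E17.5, 0.0696 in NB cTEC, 1.0 and 1.59 in adult cTEC replicates 1 and 2, and 3.23 and 4.58 in adult mTEC replicates 1 and 2. The difference between ages was not tested, since each fetal age has 1 library. In adult cTEC replicate 1 only 11 cells had a high score.

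Depth, abundant genes, doublets and the data sets were each put to a test as the whole cause. With every cell thinned to 2000 UMIs the median difference at E13.5 was −1.05 points, and the signs at E13.5, E15.5 and E17.5 and all 4 adult signs stayed, while NB cTEC was at 0. With mitochondrial genes and the 20 genes with most UMIs left out it was −1.54; the signs at E13.5, at E15.5 and in the adult stayed, and E17.5 (−0.228) and NB cTEC (−0.39) turned negative. The values of E17.5 and NB cTEC are therefore not firm in sign. The second test argues against a few abundant genes as the whole cause of the contrast between E13.5 or E15.5 and the adult. Random thinning does not change the share that a cell is expected to have, so the first test cannot decide on depth. Within data set 1 both signs were found: adult cTEC replicate 1 exceeded E13.5 by 2.22 points and E15.5 by 1.77, and adult mTEC replicate 1 exceeded them by 4.44 and 3.99. A difference between the data sets would not give this by itself. The adult replicates, 1 from each data set, were at 1.0 and 1.59 points in cTEC and at 3.23 and 4.58 in mTEC. Within each lineage they lay closer to each other than to E13.5 or E15.5. These values argue against the data sets as the whole cause of the contrast between E13.5 or E15.5 and the adult. Each fetal value is from 1 library, and adult cTEC replicate 1 had only 11 cells of high score.

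Depth stays open, and so do doublets. With the cells called by Scrublet and those of highest score left out, the E13.5 value was −1.21 and all 8 signs stayed, but none of the 11 and 41 cells of high score in adult cTEC was left out, so the adult cTEC side was not put to this test. Another make-up of the cycling cells at each age and age itself stay open, and were not tested.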

How the results depend on the processing

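The alternatives with the highest Scrublet scores left out, without the Hhex and Nkx2-1 cluster, without the haemoglobin cluster, with only cells that had a UMI of Psmb11 or Prss16, or with pairings exchanged within data sets were chosen after seeing the data. Leaving out the cells that Scrublet itself called gave 1078 genes in the age trend and 5114 in adult cTEC against adult mTEC, and leaving out the haemoglobin cluster gave 1030 in the age trend and changed the call of no gene list; the gene lists were not run without the Scrublet calls. Leaving out the Hhex and Nkx2-1 cluster gave 1197 genes. No label pairs samples by animal, so no such pairing was used. The data set was used as a term, so adult cTEC and adult mTEC were compared within each data set.

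The count of 1083 genes in the age trend stayed within 1.5 times under 12 alternatives, which does not show that the same genes passed. It moved to 2837 with the DESeq2 test and to 411 with data set 1 only, which has fewer libraries. Leaving out an adult cTEC replicate gave from 16 to 460 genes; the lowest was without replicate 1, which leaves data set 1 with no adult library. Without replicate 2 the slope rested on the libraries of data set 1, since the data set term took up E17.5. The count for adult cTEC against adult mTEC stayed within 1.5 times under 8 alternatives and moved to 2572 with the DESeq2 test. Apart from fewer libraries, the cause was not tested for these counts.

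Among the gene lists, 53 results under alternatives kept direction and side of the threshold. With an estimated correlation the adjusted p rose to 0.262 for the ribosomal protein, S phase, G2M phase, antigen presentation, lysosome, dissociation stress and fetal lists and to 0.435 for biogenesis factors. With fry it was 0.173 for biogenesis factors and 0.0774 for the fetal list, whose genes were chosen in these libraries. Of the marker and other lists, 23 results became weaker and 2 stronger.

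Of the list medians, 88 results moved by less than the spread between adult cTEC replicates, 17 moved by more and none was labelled reversed. With CPM + 1 in place of CPM + 10, the S phase medians were −1.14, −0.87 and −1.05 over the 3 steps of data set 1, −3.02 from E13.5 to the adult and −0.61 in data set 2. The G2M phase medians were −1.79 from NB to the adult and −3.50 from E13.5. Biogenesis medians were −0.65 from E13.5 to E15.5, −0.40 from NB to the adult, −0.91 from E13.5 to the adult and 0.19 in data set 2. Antigen presentation was 2.24 from E13.5 to E15.5 and 4.26 to the adult, dissociation stress 4.53 and lysosome 1.32 from E13.5 to the adult. The S phase median was −1.86 from E13.5 to the adult with all clusters kept, and −0.41 in data set 2 with all deposited cells. A smaller pseudocount widens ratios of genes with few counts by construction.

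The correlations of ribosomal and proliferating share with stage, Pearson and Spearman, kept sign and side of the adjusted threshold in 52 results under alternatives, including those that left out an adult replicate. With pairings exchanged within data sets the ribosomal protein share passed, with r −0.989 and rho −0.99 (exact permutation p 0.0417, adjusted 0.0417). Without the haemoglobin cluster its rho was −0.841 (exact permutation p 0.0444), which stayed short of the threshold once adjusted (0.0556). The difference between high and low proliferation turned to −0.291 at E17.5 and −0.381 in NB cTEC with the threshold of Otsu; in adult mTEC replicate 2 it was 3.86 with that threshold and 5.03 without thinning. The cause was not tested.

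The non-epithelial shares depended on clustering. With 30 PCs E17.5 cTEC had 0.371%, adult cTEC replicate 2 0.748% and adult mTEC replicate 2 0.125%. With clusters made per library these were 0.419% at E17.5, 2.99% in adult cTEC replicate 2, and 0 in E15.5 cTEC and adult mTEC replicate 1, which allows up to 0.084% and 0.189%. With all deposited cells they were 0.54% at E17.5, 5.86% in adult cTEC replicate 2 and 0.214% in adult mTEC replicate 2. The cause was not tested.

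The mTEC subset shares moved most. The mTEC I share was 32.5% in replicate 1 and 11.9% in replicate 2 with all deposited cells, 28.8% and 18.5% with cell cycle genes left out, and 18.4% in replicate 2 with 30 PCs; replicate 1 was higher in each. The mTEC II share of replicate 1 was 0 (up to 0.189%) with 30 PCs and at resolution 0.4, and 24.8% with all deposited cells. The mTEC III share of replicate 1 was 29.8% at resolution 0.4, 22.7% with 30 PCs and 3.25% with all deposited cells; in replicate 2 it was 5.40%, 5.34% and 7.65%, and 5.31% with cell cycle genes left out. The mTEC IV share of replicate 1 was 0.82% at resolution 0.4, 1.01% with 30 PCs and 1.38% with all deposited cells, and that of replicate 2 was 3.71% with all deposited cells. The cause was not tested.

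Among named genes in the age trend, slopes that did not pass the threshold changed sign in places. Leaving out adult cTEC replicate 1 or, in second place, replicate 2 gave −0.73 and 0.63 for Aire, −0.41 and −0.0716 for Ccnd1, −1.64 and 0.23 for Cldn3, −0.93 and 0.73 for Cldn4, −0.50 and 0.89 for Fezf2 and −0.51 and 0.22 for Plet1. Ccnd1 was −0.0753 with data set 1 only and −0.048 without a term for the data set. Without E13.5 TEC, Krt5 was 0.48, Prss16 −0.12 and Psmb11 −0.23. The fitted slope of Klk1, which had no UMI below the adult, was −0.57 with data set 1 only and −0.355 and 12.5 with an adult replicate left out, so it carries no size. Myc in adult cTEC against mTEC was −0.00961 without a term for the data set. The cause was not tested. In the age trend 34 other results of named genes became weaker and 11 stronger.

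Depth limits the proliferation score of adult cTEC replicate 1, where 65 of 493 epithelial-like cells had fewer than 2000 UMIs and gave no score. In replicate 2 this held for 13 of 535 cells.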

Other observations

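The tests of the reassigned stage ranks, of dissociation, of the shift between data sets except where stated, of the cells without cortical transcripts, of sex-linked genes and of the Bpifa1 cluster were chosen or settled only after the result was seen; the tests of Myc by stress score and of the thinned module score were written before their outcome was known.

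Reassigning the 5 stage ranks among the 6 cortical libraries gave as many genes as the real order in 3 of 100 assignments, the real one included. The largest other count was 1218 and the median of the others was 0. Both assignments with 1218 genes ranked the libraries in reverse order of age within each data set, with E13.5 and E15.5 tied. They hold much of the contrast of the real order, so 3 of 100 is not purely a rate of chance. Chance assignment of ranks therefore seldom gives a count like the 1083 genes reported, though 1 library, adult cTEC replicate 1, decides most of it: without it the count was 16.

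The dissociation stress list, made of immediate early and heat shock genes, rose most at 1 step. Its median changed by −0.30 on the log2 scale from E13.5 to E15.5, rose by 2.74 from E15.5 to NB cTEC and by 0.78 from NB to adult cTEC replicate 1. Fos was at 73.5, 23.4 and 26.3 CPM in the fetal libraries and at 2343 CPM in NB cTEC, 4029 in adult cTEC replicate 1 and 2184 in replicate 2. The study digested newborn and adult thymus with Liberase and DNase and enriched the cells on Percoll, and it used trypsin for fetal thymus without enrichment. The step of 2.74 coincides with that change of protocol and with birth, so the protocol and age cannot be told apart here. The rise of 0.78 from NB to adult came under 1 protocol but rests on adult cTEC replicate 1; in replicate 2 the list was lower than in replicate 1 (a median of −0.55, 21 of 24 genes lower), so no part outside the protocol is established. Atf3, which is named for its rise with stage and belongs to this list, may carry the same confounding, as the step of 2.74 shows for the list. The ribosomal protein list changed by −0.68 from E15.5 to NB cTEC, at the same change of protocol. Its change of −0.53 from E17.5 to adult cTEC replicate 2 also spans it. From NB to adult cTEC replicate 1, under 1 protocol, it changed by −0.35, at percentile 14.29 of matched random lists. Those lists could hold ribosomal protein genes themselves, so the percentile cannot decide on this step. For most of the fall of the ribosomal protein list, age and the protocol cannot be told apart either.

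Myc transcripts were higher in the later libraries, but the slope of 0.37 per stage did not pass the threshold (adjusted p 0.0551), and adjusted p was 0.222 without adult cTEC replicate 1, 0.139 without replicate 2 and 0.13 with data set 1 only. The fits without replicate 2 and with data set 1 only drew the slope from the same libraries. The study described falling Myc protein and, in its bulk libraries, no decrease of the transcript. A candidate explanation is the response to dissociation, since Myc is an early response gene. Within libraries, Myc CPM was set against the stress score, in cells above and at or below the median. The ratio was above 1 beyond its 95% interval in 2 of 6 cortical libraries, at E17.5 (1.13, 1.02 to 1.25) and in adult cTEC replicate 1 (2.08, 1.28 to 3.46), and in both adult mTEC libraries (1.79 and 1.29). The outcome in 2 of 6 libraries cannot tell. In the lower-score cells alone Myc was still 16.1, 16.6 and 16.3 CPM in the fetal libraries, 25.5 in NB cTEC and 23.9 and 41.5 in adult cTEC. Those adult cells had Fos at 1877 and 1082 CPM, far above any fetal library, so they are not free of the response, and this explanation stays open. A rise with age is untested apart from it.

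The ribosomal protein share was higher in data set 2 in both adult groups, by 6.25 percentage points in cTEC and 5.38 points in mTEC. In the thinned cells the cTEC difference was 6.08 points, but random thinning does not change the expected share of a cell, so this cannot decide on depth. A different make-up of the cTEC libraries is argued against by cells with a UMI of Psmb11 or Prss16, where it was 6.61. A few genes counted differently would hold most of the shift, but the 5 genes with the largest gains held 23.3% of it in cTEC, and 81 of 86 genes were higher there; in mTEC 63 were, and 62 in both. The count of 62 was the test written first, and it could not tell. The share of 23.3% replaced it after that outcome was seen, so this exclusion is weaker than that of a different make-up. It also covers cTEC only. The median log2 ratio of these genes, data set 2 over 1, was 0.422 in cTEC and 0.189 in mTEC. For mTEC a few genes stay open. Capture or read processing may shift the share, as the like difference of 5.38 points in mTEC would need. Depth and other animals in each data set stay open. The difference of 6.25 points is nearly as large as the fall from E17.5 to the adult within data set 2, so values should be compared within a data set.

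The module score of NB cTEC was lower than that of adult cTEC replicate 1, by 0.0989, although its share of UMIs was higher. After thinning the difference was 0.0586 (95% bootstrap interval over cells 0.0252 to 0.0977). Depth therefore does not account for all of it in these 2 libraries; the interval covers cells and not libraries. The choice of control genes was not tested.

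Fewer adult cTEC than E15.5, E17.5 or NB cTEC had a UMI of Psmb11 or Prss16. Depth is argued against, since after thinning the higher of the adult shares was 69.9%. Cells of another lineage stay open. All cells were sorted on EpCAM, so a high Epcam decides nothing, and the median of Krt8, Krt18 and Cdh1 in the cells without such a UMI was 43.4% and 35% of that in the other cells, with Krt18 at 41.5% and 28.6%, Cdh1 at 111% and 153% and Dcn at 285% and 307%. mTEC II in the sort gate are argued against as the whole cause, since the median of their markers in those cells was 4.96% and 7.08% of the mTEC library, with Aire at 3.35% and 0.873%, though H2-Aa was at 42.6% and 41.3%. For mTEC III, Ly6d was at 114% and 111% with at most 1 other marker to read, and for mTEC IV the only marker to read was Gng13, at 16.3% in replicate 2, so neither is decided. For mTEC I the median was 76.8% and 83.5%, with Ccl21a at 117% and 113%, but Dcn was at 967 and 736 CPM against 78.4 and 46.8 in mTEC. These cells cannot be told apart from cells like mTEC I or mTEC III by these markers, which other adult epithelium may share, and mTEC IV are left open by too few markers. A change of adult cTEC with age stays open.

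A cluster led by Bpifa1 in each data set held 36 cells of adult cTEC replicate 1 (7.30%, 5.17 to 9.97) and 26 of replicate 2 (4.86%, 3.20 to 7.04), with Prss16 at 67.5 and 158 CPM against 1806 and 3185 in the other cells. mTEC of the make-up in the mTEC libraries do not explain it: Bpifa1 across the mTEC library was at most 5.2% of its level across the cTEC library. The cluster was not free of mTEC: in data set 2 it also held 304 adult mTEC of replicate 2, and in data set 1 it held 3 of replicate 1. Cldn4 was at 1137 and 814 CPM in the cTEC of this cluster against 41.7 and 12.4 in the other cells, Cldn3 at 446 and 644 against 26.5 and 10.1, and Plet1 at 192 and 209 against 16.8 and 2.33. The study described a small postnatal cluster with these 3 genes as putative progenitors of TEC; whether this cluster is the same was not tested. A rarer mTEC, such progenitors or another epithelial type enriched by the gate therefore stay open. Klk1 and Reg3g, named above for their rise with stage, were at 2388 and 1676 CPM in this cluster of replicate 1 and at 15.3 and 42.2 in its other cells.

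UMIs of 4 Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty) were 756, 2194, 3644 and 841 in the E13.5, E15.5, E17.5 and NB libraries, and 3 and 0 in adult cTEC replicates 1 and 2, where 0 allows up to 0.743 CPM. In the adult mTEC libraries there were 12 UMIs together, 12 in replicate 1 and 0 in replicate 2 (up to 0.0446 CPM). Xist was present in all 8 libraries, from 608 to 1604 CPM. The 12 UMIs are what female adult animals and younger animals of both sexes would give; the limit for near 0 was redrawn after the values were seen, since the one first set lay below what 3 UMIs amount to in the smallest library. Age and sex may thus be confounded in the age trend for sex-linked genes, as these 12 UMIs indicate for the adult; no other effect of sex was tested.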
